# A filtering strategy identifies FOXQ1 as a potential effector of lamin A dysfunction

**DOI:** 10.18632/aging.100483

**Published:** 2012-08-31

**Authors:** Jose Candelario, Leng-Ying Chen, Paul Marjoram, Sita Reddy, Lucio Comai

**Keywords:** health care, diseases, aging, rapamycin

## Abstract

Small increases in the expression of wild-type prelamin A are sufficient to recapitulate the reduced cell proliferation and altered nuclear membrane morphology observed in cells expressing progerin, the mutant lamin A associated with progeria. We hypothesized that the manifestation of these phenotypes in cells expressing elevated levels of wild-type prelamin A or progerin is caused by the same molecular effectors, which play a central role in the onset of the progeroid phenotype. To experimentally test this hypothesis, we compared the transcriptomes of isogenic diploid fibroblasts expressing progerin or elevated levels of wild-type prelamin A with that of wild-type fibroblasts. We subsequently used the reversion towards normal of two phenotypes, reduced cell growth and dismorphic nuclei, by treatment with farnesyltransferase inhibitor (FTI) or overexpression of ZMPSTE24, as a filtering strategy to identify genes linked to the onset of these two phenotypes. Through this analysis we identified the gene encoding for the transcription factor FOXQ1, as a gene whose expression is induced in both cells expressing progerin and elevated levels of wild-type prelamin A, and subsequently reduced in both cell types upon conditions that ameliorate the phenotypes. We overexpressed FOXQ1 in normal fibroblasts and demonstrated that increased levels of this factor lead to the development of both features that were used in the filtering strategy. These findings suggest a potential link between this transcription factor and cell dysfunction induced by altered prelamin A metabolism.

## INTRODUCTION

Lamin A is a component of the nuclear lamina that is synthesized as a prelamin A precursor that then undergoes several sequential post-translational modifications to generate mature lamin A. Mutations in the lamin A/C gene are associated with a variety of disorders, collectively termed laminopathies [1], among which is the progeroid disease Hutchinson-Gilford Progeria Syndrome (HGPS) [2]. HGPS (progeria) and Werner syndrome, also known as adult progeria, are genetic diseases that may provide insights on the mechanisms of normal human aging [3, 4]. The majority of cases of HGPS are caused by a point mutation in the lamin A/C gene that lead to the production of a permanently farnesylated mutant lamin A protein termed progerin [5, 6]. The production of progerin leads to the progressive appearance of several cellular alterations that cause the onset of an accelerated aging phenotype. Progeria cells and HeLa cells expressing ectopic progerin display growth defects and altered nuclear membrane morphology. Both cellular phenotypes can be improved by inhibition of farnesylation by treatment with farnesyl transferase inhibitors (FTIs) [7-11]. More recently, several studies have demonstrated that treatment with rapamycin, an inhibitor of the growth-promoting mTOR signaling pathway and potential drug for anti-aging therapy [12], limits the accumulation of progerin, improves the cellular phenotype of progerin-expressing cells and rescue tissue functions in lamins deficient mice [13-16]. These findings suggest that mammalian target of rapamycin (mTOR) inhibitors could be of therapeutic value for progeria and possibly other laminopathies [17].

We and others have shown that small increases in the expression of wild-type prelamin A are sufficient to recapitulate the cellular defects observed in HGPS cells including dismophic nuclei and reduced cell proliferation resulting from increased incidence of apoptosis and premature senescence [11, 18]. Cells expressing progerin or elevated levels of wild-type prelamin A show abnormal lamin A aggregates in the nucleus, which are also observed in cells from normal old-age individuals but absent in cells from young-age individuals [11]. Although the relationship between HGPS and the onset of similar phenotypes during the lifespan of a normal individual is not know, these findings suggest an intriguing link between dysfunctional prelamin A processing and normal aging [19]. Indeed, other studies have suggested that alterations in the lamin A pathway may play a key role in general human aging [20-22].

Lamin A is believed to provide a mechanical framework for the support of the nuclear envelope [23, 24] and influence the spatial organization of chromosomes and chromatin structure, ultimately affecting gene expression [1, 23, 25, 26]. Accumulation of progerin has been shown to cause a decrease in the levels of heterochromatin and abnormal telomeres length homeostasis [18, 20, 27-29], and alters genes expression [30-33]. However, a direct relationship between altered gene expression and the phenotypic changes of cells expressing dysfunctional prelamin A has not been established.

## RESULTS

### Identification of changes in gene expression in cells expressing progerin or elevated levels of prelamin A

We have previously demonstrated that treatment with FTI or increased expression of ZMPSTE24, a key prelamin A processing enzyme, improve cell proliferation and lead to a significant decrease in the number of cells with dismophic nuclei in cells expressing elevated levels of prelamin A [11], indicating that abnormal prelamin A processing is responsible for these phenotypic changes. Since expression of progerin or increased expression of prelamin A leads to remarkably similar cellular phenotypes, we reasoned that the cellular alterations observed in these cells are likely caused by shared molecular effectors that play a significant role in inducing the progeroid phenotype. 

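Total RNA of human dermal fibroblasts at passage 10 was hybridised to 7 Affymetrix genome-wide expression arrays. There were 2 control arrays and 1 array each of cells with progerin, progerin and FTI, prelamin A, prelamin A and FTI, and prelamin A and ZMPSTE24. Progerin is the truncated lamin A made in progeria, and prelamin A is the precursor of mature lamin A. ZMPSTE24 is the protease that cleaves the farnesylated end from prelamin A, and FTI is an inhibitor of farnesyltransferase, the enzyme that attaches the farnesyl lipid. The submitters give the FTI dose as 10 nM and the treatment time as 48 h. The title of the prelamin A and FTI array names FTI without prelamin A, while its source and treatment labels and the design in the paper name both, and it was taken as prelamin A and FTI. The authors made the deposited intensity values with MAS 5.0, which gives 1 signal per probe set, and scaled every array to a common level. The median signal per array ranged from 64.9 for progerin and FTI to 77.0 for prelamin A and FTI. Of the 54675 probe sets, 41091 had 1 gene in the platform annotation. Probe sets with a signal of at least 100 on at least 1 array were kept, each gene was represented by its probe set of highest mean signal, and 12722 genes were tested as log2(signal + 16). A fold change on this scale understates the change of dim genes. The main test was limma with 6 conditions, in which the only residual degree of freedom came from the 2 controls, so that each lone array was assumed to vary like the controls. A gene was called when its fold change was over 2 and its unadjusted p was under 0.05, the thresholds given in the paper. The paper's methods name 2 fibroblast strains, with every lentivirus introduced into both and each strain cultured in duplicate, while the labels give 1 strain, the same for all 7 arrays. Neither says which culture each control array came from, so these p-values measure only the spread between these 2 arrays, which may be technical. The 2 controls differed by more than 2-fold in 1180 genes, with a Pearson r of 0.959 across genes. The brightest LMNA probe set read 9300 and 14029 units on the controls, 16289 with progerin and 8498 with prelamin A. Dimmer LMNA probe sets were also lower with prelamin A, at 6981 (controls 7496 and 10863), 4590 (6806 and 10059) and 1309 (2035 and 2263). The dimmest were higher with prelamin A, at 387 (285 and 313) and 52 (25 and 47). The ZMPSTE24 probe set read 4841 and 4973 units on the controls, 6120 with prelamin A and 5779 with prelamin A and ZMPSTE24. The position of these probes relative to the introduced sequences was not given in the sources used here, so their signal does not test the labels, by which the arrays are named throughout.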

To test experimentally this hypothesis, we carried out microarray analyses of gene expression profiling in isogenic normal human diploid fibroblast lines to identify genes whose expression pattern is altered upon expression of either progerin or elevated levels of wild-type prelamin A (Figure 1, Step A). This analysis demonstrates changes in the expression (>2 fold; p<0.05) of more than 1800 genes in cells with progerin or elevated levels of prelamin A (Figure S1A). 

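In progerin cells 478 genes were higher and 260 lower than in control cells, and in prelamin A cells 801 were higher and 512 lower. Of the 7 arrays, that of prelamin A had the highest 3' to 5' ratio of β-actin (1.62, against 1.24 and 1.06 on the controls) and the lowest of GAPDH (0.861, against 0.879 and 0.943). Together 1642 genes were called in at least 1 of the lines, of which 295 were higher in both, 102 were lower in both and 12 changed in opposite directions. SELENOP, which encodes a selenium transport protein, rose by 4.92 on the log2 scale in progerin cells (standard error 1.29) and by 6.08 in prelamin A cells (standard error 1.29). It read 201 and 10.0 on the controls, so the size of these rises depends on which control is used. The kinase gene DCLK1 rose by 4.47 and 5.57 (standard error 0.44 in each line). HAPLN1, whose product links hyaluronan to proteoglycans in the extracellular matrix, fell by 4.64 in progerin cells and fell by 4.96 in prelamin A cells (standard error 0.34 in each line). OMD, a small proteoglycan of mineralised matrix, fell by 3.33 in progerin cells and, in prelamin A cells, fell by 3.39. In progerin cells SLC7A14, a member of the solute carrier family, rose by 6.03 (standard error 0.41), TMTC1 by 5.50, PTGFRN by 4.65 and RSPO3, a secreted enhancer of WNT signaling, by 4.55. SLC7A14 read 4.41 and 15.3 on the controls, TMTC1 55.9 and 5.36, PTGFRN 9.50 and 59.1 and DCLK1 32.7 and 13.2, all below the signal minimum of 100, so the size of these rises depends on the pseudocount (for SLC7A14 7.45 with 1 and 4.53 with 64). The cyclooxygenase gene PTGS2 fell by 3.41 there and the matrix genes MXRA5 and POSTN each fell by 2.87. In prelamin A cells RAB27B, a small GTPase of vesicle transport, rose by 6.32 (standard error 1.13), and by 2.34 at another of its probe sets. RAB27B read 152 and 10.5 on the controls, and the larger rise was 7.65 without control 1 and 4.98 without control 2. BEX1 rose in prelamin A cells by 5.33 and IL13RA2, a receptor for interleukin 13, by 5.26. MPPED2, at 1.89 and 13.1 on the controls, rose there by 5.19. LHX9, a homeobox transcription factor, fell by 5.13 in prelamin A cells (standard error 0.34), and EFEMP1, a matrix glycoprotein of the fibulin family, fell by 4.11.
No gene kept its call after adjustment, with smallest adjusted p-values from limma of 0.241 in progerin cells and 0.0965 in prelamin A cells, and at an unadjusted p under 0.01 there were 267 and 519 called genes. In 100 simulated data sets of unchanged arrays against the same 2 controls, 530.2 genes on average were called in the progerin comparison (456 to 614) and 529 in the prelamin A comparison (466 to 615). Across genes, which are not independent replicates, the fold changes of the 2 lines had a Pearson r of 0.533 and a covariance of 0.255, against 0.326 and 0.0995 in the simulated data, where the shared controls alone set them, and 110.4 genes on average were called the same way in both lines (79 to 139) against the 397 observed. With a different control for each line, r was 0.227 or 0.331. Independent lists of these sizes would share 30.1 higher and 10.5 lower genes, and part of the excess may come from the shared controls.

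**Figure D1:**
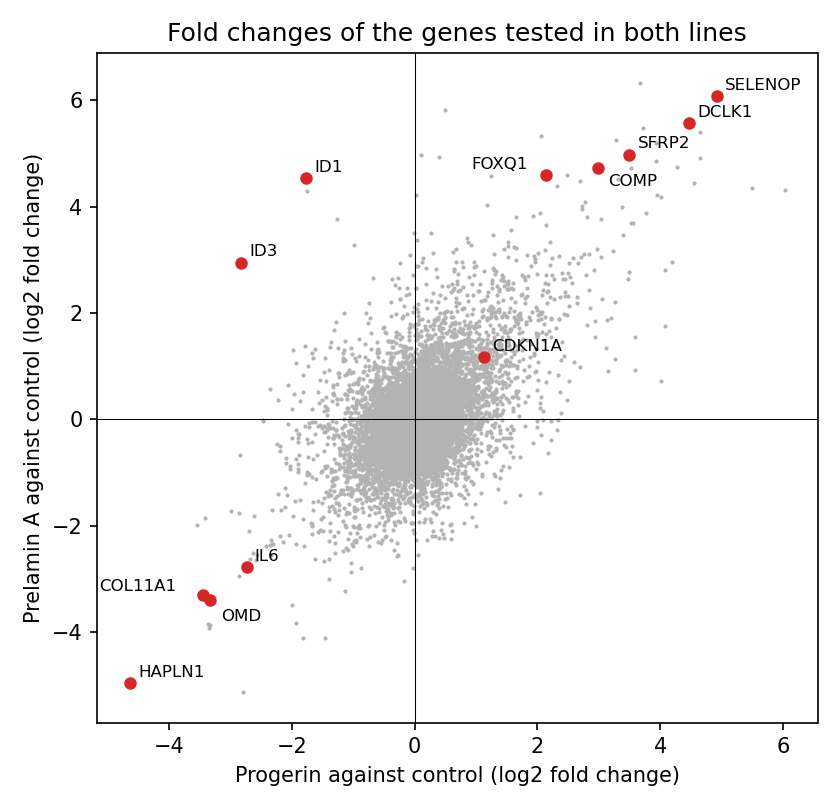
Log2 fold change of each of the 12722 genes tested in prelamin A cells (vertical axis) against that in progerin cells (horizontal axis), both relative to the mean of the 2 controls. Each grey point is 1 gene and the red points are named genes. SELENOP and DCLK1 lie at the upper right, HAPLN1 lies at the lower left, and ID1 and ID3 lie at the upper left.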

To define how these changes in gene expression may influence cell homeostasis, we analyzed our microarray data with Database for Annotation, Visualization, and Integrated Discovery (DAVID) software, and identified enrichment in genes linked to many biological pathways (Figures S1B). 

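Of 27 measured targets of p53, 6 were higher and 0 lower in progerin cells, and 10 higher and 0 lower in prelamin A cells. When adjusted over the list alone, 2 were called in progerin cells and 0 in prelamin A cells. In later brackets of this kind, the counts take higher and lower calls together, in the order the comparisons are named. With both lamin arrays set against the controls, the list had an adjusted p of 1.94e-06 from camera in limma, and an adjusted p of 0.462 with an estimated correlation. The 6 genes higher in both lines were the cell cycle inhibitor CDKN1A, the p53 ubiquitin ligase MDM2, the ribonucleotide reductase subunit RRM2B, SPATA18, TNFRSF10C and CYFIP2. CDKN1A rose by 1.12 on the log2 scale in progerin cells and by 1.18 in prelamin A cells (standard error 0.40 in each), and SPATA18 rose by 2.02 in progerin cells (standard error 0.32). The median gene of the list was 0.54 higher in progerin cells and 0.63 higher in prelamin A cells, and both medians lay at percentile 100 of 10000 random lists matched on mean expression. Between the controls, the median of control 1 minus control 2 for this list was -0.45. Of 12 measured osteogenic and cartilage genes, 6 were higher and 2 lower in prelamin A cells, and 3 were higher and 1 lower in progerin cells (8 and 2 when adjusted over the list alone). Those higher in prelamin A cells included the bone matrix genes SPP1, by 2.96, and IBSP, by 2.94. The chondrocyte transcription factor SOX9 rose there by 2.50. MGP, an inhibitor of calcification, rose by 2.02 in progerin cells and 3.13 in prelamin A cells. IBSP read 7.21 and 1.15 on the controls and MGP 1.28 and 3.59. These signals are below the minimum of 100, so the size of both genes' rises depends on the pseudocount. The secreted factors associated with senescence went both ways. Of 37 measured, 9 were higher and 2 lower in prelamin A cells and 4 were higher and 2 lower in progerin cells (6 and 2 when adjusted over the list alone). The metalloproteinase genes MMP12, MMP3 and MMP10 rose by 5.82 (standard error 0.81), 4.97 (1.60) and 4.29 (0.71) in prelamin A cells, and the cytokine gene IL6 fell by 2.74 in progerin cells and by 2.78 in prelamin A cells (standard error 0.36 in each). Of this list, 12 genes were over 2-fold higher in control 2 than in control 1. Of 15 genes of cell cycle inhibition and senescence, 3 were higher and 2 lower in progerin cells and 5 were higher and 2 lower in prelamin A cells (3 and 4 when adjusted over the list alone), and ID1 and ID3, inhibitors of differentiation, changed in opposite directions in the lines. ID1 fell by 1.76 and ID3 fell by 2.82 in progerin cells, whereas they rose by 4.54 and 2.95 in prelamin A cells. CDKN1C, another cell cycle inhibitor, was higher by 1.65 in progerin cells and by 3.00 in prelamin A cells. Of 21 genes of cholesterol synthesis, 7 were higher in prelamin A cells, among them INSIG1 at 1.82 (standard error 0.44) and IDI1 at 1.72 (0.42), and 1 was higher in progerin cells, with 0 lower in either line (0 and 0 when adjusted over the list alone). Cell cycle genes gave 0 calls among 75 in progerin cells, whereas 7 were lower in prelamin A cells, including CDC45, which loads onto replication origins, by a log2 change of -2.08, and the mitotic regulator FOXM1 by -1.12 (0 and 0 when adjusted over the list alone). The median log2 change of the cell cycle list was 0.27 in progerin cells (percentile 100 of the random lists) and -0.57 in prelamin A cells (percentile 0). With FTI it was -0.11 in progerin cells (percentile 0.1) and 0.25 in prelamin A cells (percentile 100). With ZMPSTE24 it was 0.28 (percentile 100). The same list was higher in control 1 than in control 2 by a median of 0.54, with 7 genes over 2-fold. Of 39 interferon response genes, 4 were lower in progerin cells, and 11 were lower and 1 was higher in prelamin A cells (0 and 0 when adjusted over the list alone). The interferon list had an adjusted p of 1.98e-05 from camera on both lamin arrays, and an adjusted p of 0.626 with an estimated correlation. IFITM1 was at -1.68 and -1.97, and 19 of the 39 genes were over 2-fold higher in control 1 than in control 2.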

Significantly, several of the pathways, including the extracellular matrix (ECM)-receptor interaction and WNT signaling, which have previously been implicated in the pathology of progeria [33], were shared between cells expressing progerin or elevated levels of prelamin A (Figure S1C).

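The DAVID analysis was not repeated, and the ECM-receptor and WNT lists used here may differ in members from those in DAVID. Among 57 measured ECM-receptor interaction genes, 10 were called in progerin cells (3 higher, 7 lower) and 14 in prelamin A cells (7 higher, 7 lower). When adjusted over the list alone, 4 and 10 were called. CD36, a receptor for thrombospondin and fatty acids, rose by 3.72 on the log2 scale in progerin cells and by 5.47 in prelamin A cells (standard error 0.47 in each). COMP, a cartilage matrix protein, rose by 2.98 and 4.73 (standard error 0.46 in each), and the integrin subunit gene ITGA8 rose by 1.52 and 3.34. The 5 genes lower in both lines were all collagens, COL11A1, COL4A1, COL5A1, COL5A2 and COL5A3. COL11A1 fell by 3.44 in progerin cells and fell by 3.31 in prelamin A cells (standard error 0.35 in each), and COL4A1, a basement membrane collagen, fell by 2.33 and fell by 2.35 (standard error 0.32 in each). Of 95 measured WNT signaling genes, 9 were higher and 2 lower in progerin cells and 13 were higher and 3 lower in prelamin A cells, or 4 and 6 when adjusted over the list alone. Those that rose in both lines were the secreted WNT antagonists SFRP1, SFRP2 and SFRP4, the cyclins CCND1 and CCND2, and the GTPase gene RAC2, and WNT2B was lower in both. SFRP1 rose by 3.93 and 4.85 (standard error 0.32 in each), SFRP2 by 3.50 and 4.98 (0.32), and SFRP4 by 2.14 and 3.65 (0.41). DKK2, which encodes a secreted modulator of WNT receptors, rose by 3.27 in progerin cells (standard error 0.51).
By Fisher's exact test, two-sided, the ECM-receptor genes were called more often than the other genes tested in progerin cells (17.5% against 5.75%, odds ratio 3.49, p = 0.00146) and in prelamin A cells (24.6% against 10.3%, odds ratio 2.85, p = 0.00158). For the WNT genes the shares were 11.6% against 5.76% in progerin cells (odds ratio 2.14, Fisher's exact p = 0.0247) and 16.8% against 10.3% in prelamin A cells (odds ratio 1.77, Fisher's exact p = 0.0421). On both lamin arrays camera, which tests a list for a shift in 1 direction, gave an adjusted p from limma of 0.308 for the ECM-receptor list and 0.315 for the WNT list, and an adjusted p of 0.626 with an estimated correlation for both. At an unadjusted p under 0.01 the odds ratios were larger, 4.55 and 5.08 for the ECM-receptor genes (Fisher's exact p = 0.00675 and p = 8.97e-05) and 3.78 and 2.80 for the WNT genes (Fisher's exact p = 0.00381 and p = 0.00528). Both WNT results lost their call with an intensity trend in limma (odds ratios 1.98 and 1.67, Fisher's exact p = 0.0573 and p = 0.0783), the prelamin A result also without control 1 (odds ratio 1.37, Fisher's exact p = 0.219), with quantile normalization, with no filter on dim probe sets and with a mean signal of at least 100, and the progerin result also with a pseudocount of 64. Genes of 1 pathway are not independent, so these p-values are too small to an unknown extent, and the 2 lines share their controls.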

**Figure 1:**
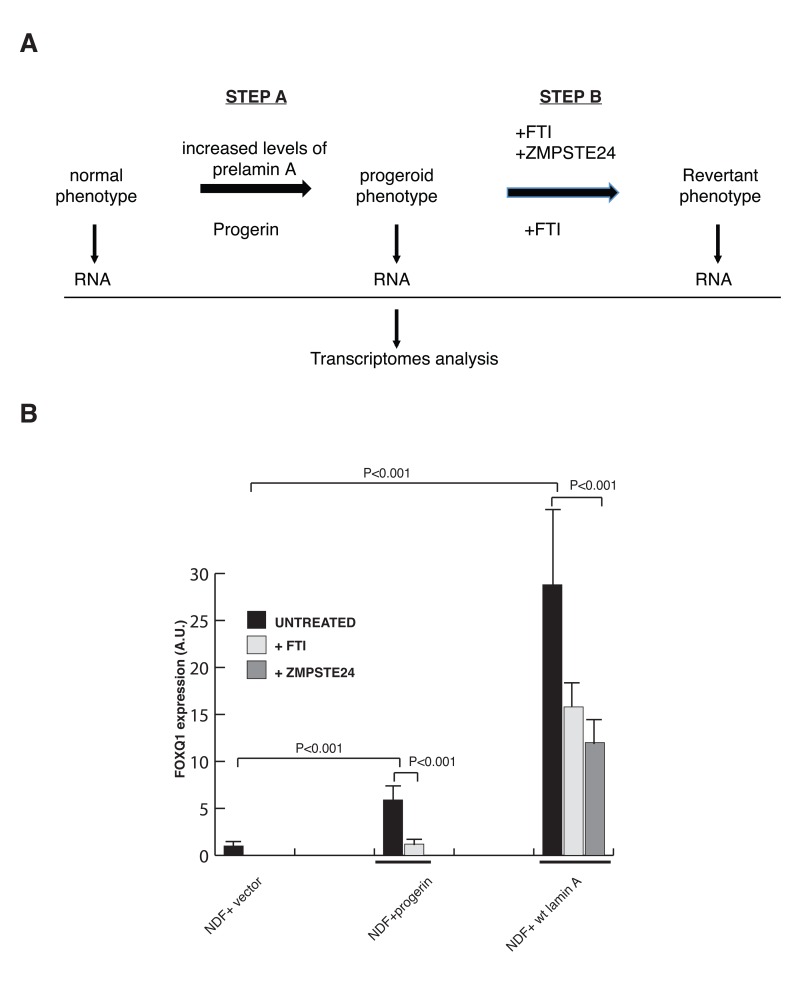
A filtering strategy to identify effectors of lamin A dysfunction (**A**) Strategy utilized to identify FOXQ1 as a gene whose expression is altered in cells expressing progerin or elevated levels of prelamin A and reversed towards normal after treatment with FTIs or ZMPSTE24 overexpression. (**B**) Quantitative RT-PCR analysis of FOXQ1 expression in the indicated fibroblast lines confirms that FOXQ1 expression is upregulated in cells expressing elevated levels of prelamin A or progerin, and reverted towards normal after treatment with FTI or overexpression of ZMPSTE24.

### Identification of genes that are reverted by treatment with farnesyl transferase inhibitor (FTI) and ZMPSTE24 overexpression

A filtering strategy was then used to identify potential key effectors of lamin A dysfunction (Figure 1A, step B). Specifically, we searched for genes whose expression reverted towards normal after treatment of both cell lines with farnesyl transferase inhibitors (FTIs) as well as, in cells with elevated levels of wild-type prelamin A, after ZMPSTE24 overexpression (Figures S2 and S3). 

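Across the 2 lamin arrays (progerin, prelamin A), the 3 treated arrays and the 2 controls, fitted as 3 states, 59 genes were higher and 12 lower on the lamin arrays than on the controls at an adjusted p under 0.05 from limma. Among the higher genes the smallest p-values belonged to ENPP5, which was higher by 3.83 on the log2 scale (standard error 0.23, adjusted p = 0.00504 from limma), the neuronal intermediate filament gene INA (3.61, standard error 0.22), CPNE8 (2.75, standard error 0.17), MAOA, which encodes a monoamine oxidase (4.08, standard error 0.27), and PDK4, a kinase that inhibits pyruvate dehydrogenase (2.94, standard error 0.21). Among the lower genes, OMD fell by 3.36 (standard error 0.18) with the smallest unadjusted p of all genes, 5.67e-07 from limma, and HAPLN1 fell by 4.80 (standard error 0.33). BCAT1, a branched-chain amino acid aminotransferase, fell by 2.33 and P3H2, a prolyl hydroxylase of collagen, fell by 2.40 (standard error 0.21 for each). Between the treated and the lamin arrays, 0 genes had an adjusted p under 0.05 from limma, and at an unadjusted p under 0.05 there were 88 higher and 165 lower. This fit pools the lines, so that their difference adds to its residual. With line as a block, the count between treated and lamin arrays was also 0 at an adjusted p under 0.05 from limma, with 423 genes at an unadjusted p under 0.05, of which 290 were lower, and 137 genes were called between the lamin arrays and the controls. INA is also a marker of the human embryonic kidney cells in which the paper's lentiviruses were made, and of the 4 measured markers on that list INA and NEFL were higher in both lines (2 called in progerin cells and 3 in prelamin A cells, also when adjusted over the list alone). The count of 71 genes on the lamin arrays rested on single arrays, since it was 0 without the prelamin A array, 34 without the progerin array, 9 without control 2 and 39 without control 1, and it was 33, 38 and 16 without the progerin and FTI, prelamin A and FTI, and prelamin A and ZMPSTE24 arrays.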

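With FTI, 185 genes were called in progerin cells (64 higher, 121 lower than without FTI). In prelamin A cells 357 were called with FTI (151 higher, 206 lower) and 641 with ZMPSTE24 (279 higher, 362 lower). In prelamin A cells the metalloproteinase gene MMP10 fell by 5.93 on the log2 scale with FTI and by 7.41 with ZMPSTE24 (standard error 0.82 for each). MMP12 fell by 3.21 with FTI and fell by 4.24 with ZMPSTE24 (standard error 0.94), and the neutrophil chemokine gene CXCL5 fell by 3.29 and fell by 2.16 (standard error 0.57). IBSP fell by 3.02 and fell by 3.10 (standard error 0.42), from a signal of 137. The treated signals of MMP10 (34 and 2), CXCL5 (2 and 23) and IBSP (3 and 2) were also below the minimum. The size of their falls thus depends on the pseudocount too. With ZMPSTE24, ID1 fell by 6.33 (standard error 0.61), ID3 fell by 5.14 (0.58), COMP fell by 4.31 (0.53) and ELN, the gene of elastin, fell by 4.14 (0.70). HMOX1, a heme oxygenase induced by oxidative stress, had risen by 2.87 with prelamin A and fell by 2.02 with FTI and by 3.22 with ZMPSTE24 (standard error 0.65). Genes higher with ZMPSTE24 included the interferon-induced gene IFI27 by 4.46 (standard error 0.75), GPRC5A by 3.73 (0.61) and the alcohol dehydrogenase gene ADH1B by 3.70 (0.50). With prelamin A alone IFI27 read 9 units and GPRC5A 23, below the minimum, so the size of these rises depends on the pseudocount. Of the 39 interferon response genes, 6 were higher with ZMPSTE24 and 0 lower (0 when adjusted over the list alone), and 0 were called with FTI in either line. Of the 12 osteogenic and cartilage genes, 6 were lower and 1 was higher with ZMPSTE24. With FTI in prelamin A cells 3 were lower and 1 was higher. When adjusted over the list alone, 3 were called with ZMPSTE24 and 1 with FTI. In progerin cells the genes of largest change with FTI were mostly dim. IKZF1 rose by 2.48, from a signal of 11 to 134, and CACNG4 by 2.47, from 108 to 672, while NMNAT3 fell by 2.51, from 90 to 3.
The FTI effects of the 2 lines had a Pearson r of 0.0546 across genes, with 5 genes higher and 9 lower in both lines and 18 called in opposite directions. FTI and ZMPSTE24 in prelamin A cells called 159 genes in the same direction and had a Pearson r of 0.554 across genes, against 0.498 on average (0.447 to 0.730) in simulated unchanged data that share the prelamin A array. No gene had an adjusted p under 0.05 from limma in any of the 3 comparisons. The smallest from limma was 0.656 with ZMPSTE24, 0.9999 with FTI in progerin cells and 0.99997 with FTI in prelamin A cells. At an unadjusted p under 0.01 there were 31, 73 and 184 genes, and leaving the p-value out gave 335, 664 and 1077 genes over 2-fold.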

Through this analysis we identified one gene, which encodes for the forkhead transcription factor FOXQ1, as the only gene whose expression was induced in cells expressing progerin and cells with elevated levels of wild-type prelamin A, and subsequently reduced toward normal in both cell types upon treatments that ameliorates the defects in growth and nuclear membrane morphology. 

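FOXQ1, a forkhead transcription factor gene, had a signal of 205 and 449 units on the 2 control arrays (mean 327 ± 172, SD, n = 2), 1401 with progerin and 7676 with prelamin A. With FTI its signal was 773 in progerin cells and 1225 in prelamin A cells, and with ZMPSTE24 it was 969. Its signal was thus 4.29 times the control mean with progerin and 23.5 times with prelamin A, and 2.37, 3.75 and 2.97 times on the treated arrays. The rise was 2.15 on the log2 scale in progerin cells (standard error 0.54, unadjusted p = 0.0133 from limma) and 4.59 in prelamin A cells (standard error 0.54, unadjusted p = 6.29e-04 from limma). It fell by 2.63 with FTI (standard error 0.63, unadjusted p = 0.0106 from limma) and by 2.97 with ZMPSTE24 (standard error 0.63, unadjusted p = 0.00677 from limma) in prelamin A cells. The decrease with FTI in progerin cells, -0.84, did not pass the test (standard error 0.63, unadjusted p = 0.241 from limma). The difference between the FTI effects of the 2 lines was not called either (1.79, unadjusted p = 0.106 from limma). Adjusted over all genes, the p from limma was 0.515 for the rise in progerin cells and 0.118 for that in prelamin A cells.
Of the 295 genes higher in both lines, 9 were lower with FTI in progerin cells, 25 with FTI in prelamin A cells and 34 with ZMPSTE24, each at an unadjusted p under 0.05 from limma. With an unadjusted p under 0.05 required in every step, and no fold for the decreases, 2 genes passed, the membrane aminopeptidase gene XPNPEP2 and the non-coding RNA gene LINC00304. Both were dim. XPNPEP2 read 18 and 17 units on the controls, 91 with progerin, 107 with prelamin A, and 18, 12 and 17 on the treated arrays. LINC00304 read 9 and 3 units on the controls, 39 with progerin, 108 with prelamin A, and 2, 26 and 11 on the treated arrays. Its other probe sets stayed below the signal minimum on every array and differed from this pattern. The brighter read 14 and 28 units on the controls, 38 with progerin, 45 with progerin and FTI, and 13 with prelamin A. The dimmer read 8 and 10 units on the controls, 6 with progerin and 52 with prelamin A. Another XPNPEP2 probe set, which stayed below the signal minimum on every array, stood for the gene when no filter on dim probe sets was used, and gave log2 changes of -0.43 with prelamin A and 0.71 with ZMPSTE24. No gene passed with an intensity trend in limma, a pseudocount of 64 or a mean signal of at least 100. In the opposite direction FHAD1 passed, with log2 changes of -1.40 and -1.72 in the lines and 1.69, 1.77 and 1.37 after the treatments. Simulated unchanged arrays let 4.13 genes on average through the filter (1 to 12). When a decrease of over 1.5-fold in each treatment was required with no p-value, 15 genes passed, FOXQ1 among them. The simulated unchanged data gave 22.6 genes on average (12 to 33). Treated and untreated arrays differed by over 2-fold in fewer genes than the controls did. The counts were 335 for FTI in progerin cells, 664 for FTI and 1077 for ZMPSTE24 in prelamin A cells, and 1180 for the controls. The simulated averages of 4.13 and 22.6 may thus be too high for the treatment steps. They do not decide whether the filters exceed chance. Any decrease on all 3 treated arrays was seen for 96 of the 295 genes, and among the 295 FOXQ1 had the largest mean decrease over the 3 treatments with a pseudocount of 16 or 64, while with a pseudocount of 1 the decreases of LINC00304 and XPNPEP2 (-2.67) were larger than its -2.16. Because cells with progerin and cells with prelamin A have similar phenotypes, the paper reasons that effectors shared by both lines are likely involved. It searches for genes that return toward normal under treatments that improve growth and nuclear shape, and identifies FOXQ1 as the gene meeting these conditions.

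**Figure D2:**
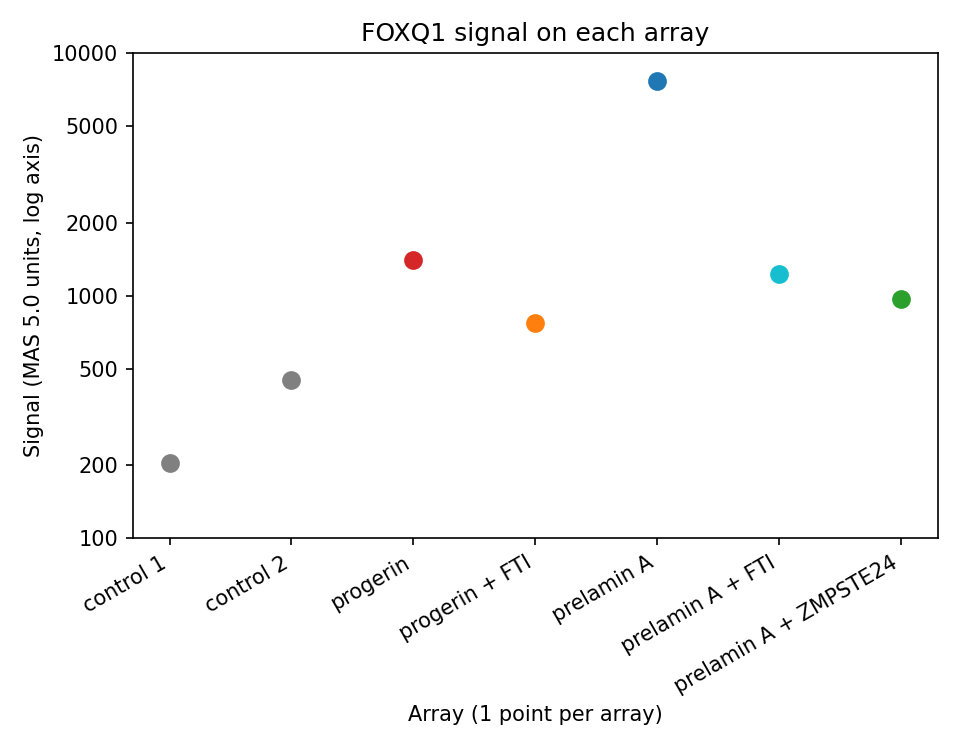
FOXQ1 signal in MAS 5.0 units (vertical axis, log scale) on each of the 7 arrays (horizontal axis). Each point is 1 array, and no error is drawn because only the control has 2 arrays. The prelamin A array stands at 7676 and the controls at 205 and 449.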

The differential expression of FOXQ1 was validated by quantitative reverse-transcriptase polymerase chain reaction (RT-qPCR) analysis (Figure 1B). FOXQ1 is a poorly characterized member of the forkhead family of transcription factors that has been implicated in the regulation of epithelial cell morphology and differentiation [34, 35].

### Ectopic expression of FOXQ1 in human diploid fibroblasts impairs proliferation and results in dysmorphic nuclei

To define the functional link between FOXQ1 and the development of progeroid features induced by dysfunctional prelamin A processing, we overexpressed FOXQ1 in normal human diploid fibroblasts and monitored both growth and nuclear morphology of cells in culture over several passages (Figure 2). Strikingly, we noted that increased expression of FOXQ1 is accompanied by reduced rates of proliferation and by a significant number of cells with dysmorphic nuclei after a few passages compared to control cells (Figure 2B-D). Importantly, these changes are qualitatively and quantitatively similar to those observed in progeria cells, cells ectopically expressing progerin and cells with elevated levels of prelamin A (Figure 2) [11]. Growth inhibition is restricted to primary cells, since expression of FOXQ1 as well as progerin does not affect growth of transformed cells including HeLa and HEK293 (data not shown). The presence of nuclear blebbing in cells over-expressing FOXQ1 is remarkable, as this is a prominent feature of cells with altered lamin A function [19].

**Figure 2:**
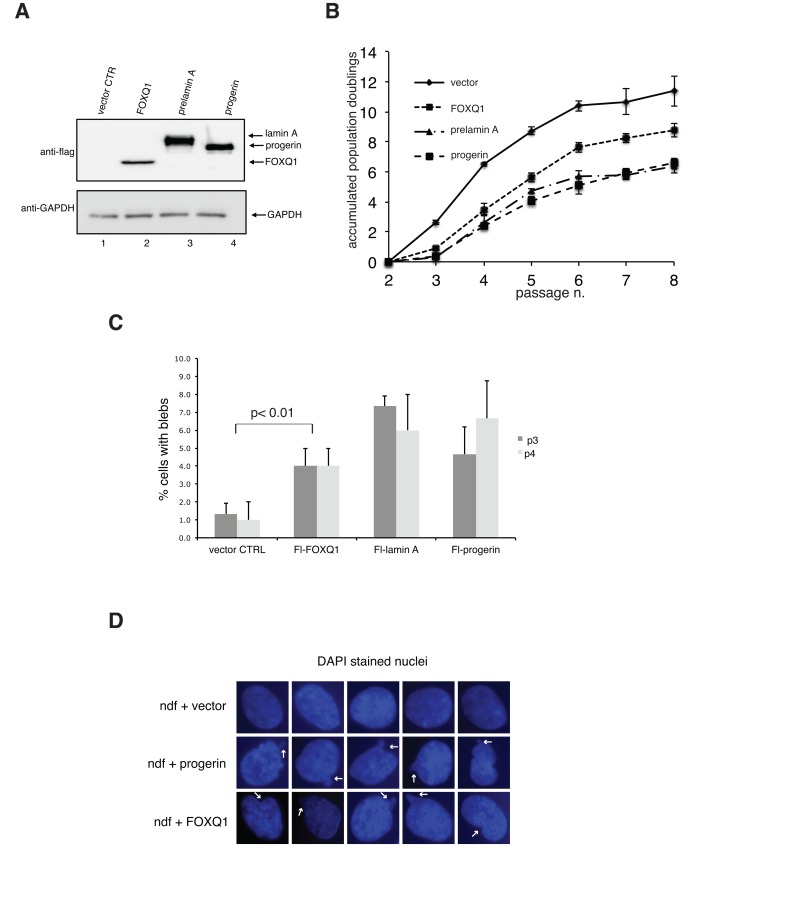
Ectopic expression of FOXQ1 in normal human diploid fibroblasts results in reduced growth rates and altered nuclear membrane morphology, two phenotypes that are observed in cells expressing progerin or elevated levels of prelamin A (**A**) Human diploid fibroblasts expressing flag-tagged FOXQ1, progerin or prelamin A were lysed and analyzed by immunoblotting with flag antibodies. Antibodies against glyceraldehyde 3-phosphate dehydrogenase (GAPDH) were used as loading control. (**B**) Normal human diploid fibroblasts were transduced with lentiviruses for the expression of flag-tagged FOXQ1, progerin or prelamin A and cell growth was monitored over several passages. Control cell line represents human diploid fibroblasts transduced with a lentivirus for the expression of GFP. (**C**) Percentage of cells with dysmorphic nuclei at passage 3 and 4 in each experimental sample was determined as described in the materials and methods section. (**D**) Representative images DAPI stained nuclei in control cells and cells overexpressing progerin or FOXQ1 showing altered nuclear morphology. Arrows point to examples of nuclear blebbing.

## DISCUSSION

The poor proliferation of fibroblasts expressing progerin is the result of both premature senescence and apoptosis [11], two key features of cells expressing progerin or elevated levels of prelamin A that are likely to contribute to the premature aging phenotype of HGPS. How accumulation of progerin or partially processed prelamin A results in the premature onset of cell dysfunction is unknown but likely linked to alterations in fundamental nuclear processes.

Here, we implemented a stringent screen to identify genes whose altered expression could contribute to the onset of the defective phenotypes induced by dysfunctional prelamin A processing. To this end, we compared the transcriptome of isogenic fibroblasts expressing either the mutant form of lamin A associated with progeria (termed progerin) or elevated levels of wild-type prelamin A, with that of wild-type fibroblasts. We subsequently used the reversion of two phenotypes, cell proliferation and nuclear membrane morphology, towards normal by treatment with farnesyltransferase inhibitors (FTI) and ZMPSTE24 overexpression as a filtering strategy to identify key downstream effectors. This analysis identified FOXQ1, a subtelomeric gene that encodes for a forkhead transcription factor, as the only statistically significant gene whose expression is induced in both cells expressing progerin and cells with elevated levels of wild-type prelamin A, subsequently reduced in both cell types upon treatment with FTI as well as in cells expressing elevated levels of lamin A after ZMPSTE24 overexpression. Strikingly, ectopic expression of FOXQ1 in normal human fibroblasts leads to the development of both features that were used in the filtering strategy (growth defects and alterations in nuclear membrane morphology) in a qualitative and quantitative manner similar to that observed in cells with dysfunctional prelamin A processing. However, we did not observe a significant improvement in growth nor nuclear membrane morphology in progerin-expressing cells after downregulation of FOXQ1 by siRNAs (data not shown), suggesting that altered expression of additional genes contributes to the maintenance of these phenotypes.

Although there is no prior link between FOXQ1 and aging-associated pathologies, there have been studies suggesting that FOXOs, a subfamily of the forkhead transcription factors, play a protective role against age-associated diseases including diabetes, cancer, autoimmune syndromes and neurodegeneration [36]. FOXOs inhibit mTOR [37, 38], a potential substrate for targeted therapy [17]; thus manipulation of FOXOs function could provide clinical benefit for HGPS. Whether FOXQ1 impacts mTOR function remains to be determined.

Lamin A interacts with chromosomes and accumulation of progerin has been shown to cause a decrease in the level of peripheral heterochromatin, loss of heterochromatin associated with the inactive X chromosome [27, 28], relocalization or decrease levels of markers of heterochromatin including heterochromatin protein 1a (HP1a), histone H3 trimethylated on lysine 9 (H3K9-3me) and histone H3 trimethylated on lysine 27 (H3K27-3me) [20, 28, 39, 40]. These findings suggest that epigenetic alterations caused by progerin may induce changes in the expression of specific genes, which contribute to the onset of the defective phenotypes. These epigenetic changes could be limited to a gene promoter or, since lamins have been implicated in the positioning of chromosomal domains within the nucleus [41], comprise large chromosomal regions as a consequence of altered spatial distribution of chromosomes. Indeed, comparative genomic hybridization studies have shown that disruption of lamins function differentially influence the relocalization of chromosomes to nuclear “blebbed” sites [42]. 

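FOXQ1 lies on chromosome 6 from 1312098 to 1314758 of GRCh38.p14. The neighbouring genes of the short arm are DUSP22 (292487 to 351355), IRF4 (391752 to 411443), EXOC2 (485154 to 693139) and HUS1B (655939 to 657100) on the telomeric side, and FOXF2 (1389576 to 1395603), FOXC1 (1609915 to 1613897) and GMDS (1623806 to 2245605) on the other side. Of these, DUSP22, EXOC2, FOXF2 and GMDS were among the genes tested. FOXF2, a forkhead gene like FOXC1, had log2 changes of 1.16 with progerin (standard error 0.45, unadjusted p = 0.0540 from limma) and 1.19 with prelamin A (standard error 0.45, unadjusted p = 0.0500 from limma, just under the threshold). The log2 changes with progerin and with prelamin A were -0.09 and 0.32 for DUSP22, 0.25 and 0.27 for EXOC2, and 0.25 and -0.43 for GMDS, none of which passed the test. Over the 12 measured genes of this end of the arm, FOXQ1 included, 1 was higher with progerin (FOXQ1) and 2 with prelamin A (FOXQ1, FOXF2), and 0 were lower, and 0 and 1 were called when adjusted over the list alone. Of 22 measured forkhead genes, FOXQ1 and FOXO1 were higher in both lines, FOXO1 by 1.23 and 1.32 (standard error 0.35 in each), while FOXP1 was lower in progerin cells and FOXP2 and FOXM1 were lower in prelamin A cells (0 and 1 called when adjusted over the list alone).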

Interestingly, the gene encoding for FOXQ1 is located on the subtelomeric domain of chromosome arm 6p, a chromosome arm that was consistently overrepresented in nuclear membrane blebs induced by lamin deficiency [42].

Changes in gene expression between cells from HGPS patients and normal controls have been reported [30-32]. However, very little overlap in the identity of differentially expressed genes have been observed, possibly suggesting that genetic heterogeneity in the cell lines used for these studies influenced the outcome of the analyses. Alternatively, progerin may induce stochastic epigenetic alterations that affect distinct gene sets, each of which contributes in distinct ways to the onset of the progeroid phenotypes.

## METHODS

### Cell culture

Primary dermal fibroblast cell lines from healthy newborn (GM00038 and AG12945), individuals were obtained from the Coriell Cell Repository. HeLa and HEK293 cells were obtained from ATCC (CRL-1573). Cells were grown in Dulbecco's modified Eagle's medium (DMEM) supplemented with 15% fetal bovine serum, 2 mM L-glutamine, 100 U mL^−1^ penicillin and 100 μg mL–1 streptomycin at 37 °C in 5% CO2, and 3% O2. Cells seeded at 1.4 × 105 per 100-mm-diameter dish were passaged when cultures reached 85% confluency. Cell growth was measured by calculation of accumulated population doublings using the formula (log *H* − log *S*)/ log 2, where log *H* is the logarithm of the number of cells harvested and log *S* is the logarithm of the number of cells seeded on the first day of each passage, as described in [11]. Treatment of fibroblast lines with FTI and ZMPSTE24 overexpression were carried out as described in [11].

### RNA isolation

Total RNA was isolated from each fibroblast line at passage 10 using RNeasy kit from QIAGEN according to the manufacture's protocol and quantitated by assessing absorbance at 260 and 280 nm using a NanoDropTM 1000 spectrophotometer. Three micrograms of total RNA was then submitted to the University of Southern California Affymetrix MicroArray Core Facility at Children's Hospital Los Angeles for processing, chip hybridization, and scanning. Gene expression was analyzed on an Affimetrix gene chip Human Genome U133 Plus 2.0 Array, which offers comprehensive genome wide expression on a single array with over 47,000 transcripts and variants, including 38,500 well characterized genes. A Fluidics Station 400 (Affymetrix) was used to wash and stain the chips and fluorescence was detected using a G2500 GeneArray Scanner (Hewlett-Packard).

### Microarray Data analysis

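The mean signal of the deposited values, after trimming 2% of the probe sets at each end, was 500.1 on each of the 7 arrays. The scaling sets this mean, so it holds no information on differences between the cells.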

Raw data were analyzed initially using Microarray Suite version 5.0 (MAS 5.0, Affymetrix), which was used for quality control analysis, to scale all values to a target value (250), and to generate a list of ‘absent’ genes. 

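GAPDH and ACTB, the genes of glyceraldehyde 3-phosphate dehydrogenase and β-actin, have control probe sets at both ends of their transcripts, whose ratio shows how complete the labelled RNA was. The 3' to 5' ratio of GAPDH lay between 0.861 with prelamin A and 0.943 on control 2. That of β-actin lay between 1.06 on control 2 and 1.62 with prelamin A. Detection calls were not used here. The share of probe sets with a signal of at least 100 ranged from 43.0% with progerin and FTI to 45.1% with prelamin A and FTI.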

Arrays were judged as acceptable for additional analysis if the 3'/5' ratio of GAPDH and β-actin was less than 3, and the percentage of genes found to be ‘present’ was similar from array to array. Low-level analysis (background correction, normalization, and gene summarization) of microarray data was performed with Microarray Suite 5.0 (MAS 5.0). Individual arrays were analyzed and scaled with MAS 5.0 using manufacturer's default thresholds for detection calls to attain intensity signals, detection p-value, and signal log ratio. Detection of significantly differentially expressed genes between Affymetrix GeneChips was attained using the Significance-Score (S-score) algorithm (Bioconductor; http://biocondctor.org). S-scores p-values of 0.01 were used as the threshold. P-values higher than 0.01 between the Affymetrix GeneChips were filtered out and were not included for the subsequent analysis. Gene lists were attained using Microsoft Excel to filter for differences between arrays with significant p-values according to fold changes and to uncover genes that were significantly reverted. Microarray experiments conform to the MIAME guidelines and a complete data set has been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GEO).

### Heat Maps

Gene Cluster 3.0 software, developed by Michael Eisen at Stanford University (http//bonsai.ims.u-tokyo.ac.jp/%7Emdehoon/software/cluster/software.htm) was used to cluster the gene list attained from filtering according to gene expression similarity and function. The output of Cluster 3.0 was then imported in Java Tree View [43] to generate heatmap images.

### Pathways analysis

Database for Annotation, Visualization and Integrated Discovery (DAVID) software (http://david.abcc.ncifcrf.gov) was utilized to compare co-expression interactions with interaction information that was manually curated from the literature and to annotate these interactions with the closest matching biological functions. This software package utilizes information derived from the literature to identify functional relationships between genes and various biological processes and molecular functions.

### Quantitative RT-PCR

Quantitative reverse transcription PCR (qPCR) was performed using the BIORAD iCycler instrument. RNA from each cell line was extracted and purified using the RNeasy kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. For each sample, 3 μg of RNA were transcribed using the first strand cDNA synthesis kit from Amersham Biosciences for 1 h at 37 °C, after 10 min denaturation at 65 °C. Primers for specific detection of FOXQ1 were: (FOXQ1-428F: 5'-CGGAGATCAACGAGTACCTCA -3'; FOXQ1-591R: 5'-GTTGAGCATCCAGTAGTTGTCCTT-3'). The glyceroldehyde 3-phosphate dehydrogenase gene (GAPDH) was used as the internal standard. Primers for (GAPDH) were used for normalization (GAPDH-F: 5'-CCACCCATGGCAAATTCCATG-3'; GAPDH-R:5'-TGATGGGATTTCCATTGATGAC-3'). PCR products were separated on 2% agarose gels and stained with Ethidium Bromide. iQ SYBR Green was used for real-time PCR along with the MyiQ software according to the manufacture's instructions. All PCR efficiencies were > 95% and were determined for each primer set using a standard curve.

### Plasmids and generation of stably transduced cell lines

Human FOXQ1 cDNA was purchased from ATCC (10436949) and cloned into the pCR4-topo vector by PCR using the following primers: 5'-CATATGAAGT: TGGAGGTGTTCGTC-3', 5'-TCTAGATCAGGCTAC GAGCGTCTC-3'. Sequence accuracy was verified by DNA sequencing. The FOXQ1 cDNA was subcloned into the Nde1–EcoR1 sites of the pVL1393-Flag vector (Comai et al., 1994). Flag-tagged FOXQ1 cDNA was then subcloned into the *BamHI/XbaI* sites of the lentiviral transfer vector pkey204 MSH2-IRES-GFP to generate pkey-FlagFOXQ1. Progerin, prelamin A, and FOXQ1 were also subcloned into the *Nde1/EcoR1* sites of the CMV promoter containing lentiviral vector pRRL.sin.CMV.flag.sv40.puromycin. Recombinant lentiviruses were generated as previously described [44]. For lentiviral infection, calcium phosphate transfected 293T cell cultures were trypsinized, seeded onto 100-mm plates, and incubated at 37°C for 24 h. The supernatant containing viral particles was collected, filtered and equal volumes of each viral supernatant were added to normal human fibroblast cultures that were ~40% confluent. After 6 h incubation at 37°C, the supernatant was removed, the cells were washed twice with phosphate buffered saline (PBS) and incubated in DMEM containing 10% serum at 37°C. Transduced cells expressing the GFP were selected by fluorescence-activated cell sorting. The expression of flag-tagged proteins was analyzed by immunoblotting with flag antibodies (Sigma, St. Louis, MO, USA). Each lentivirus was transduced in two independent fibroblast cell lines and each cell line was grown in duplicate.

### Nuclear morphology analysis

Nuclear morphology was analyzed by fluorescence microscopy of DAPI-stained cells. At each passage, 2.3 × 10^3^ cells were seeded in chambered slides and analyzed. Cells were washed in PBS and fixed using 4% paraformaldehyde for 5 min at room temperature. Fixed cells were then washed again in PBS and incubated in a permeabilization solution (0.1% Triton X-100, 0.1% sodium citrate) for 5 min on ice. Cells were then washed with PBS and DAPI (1 μg mL^−1^ in PBS) was added for 1 minute in the dark. Subsequently the cells were washed in a permeabilization solution followed by PBS to remove the detergent. Each slide was then treated with antifade reagent and allowed to dry in the dark. Nuclear morphology was analyzed with a fluorescence microscope at x200, x400, and x1000 magnification. Nuclei with blebs were considered as those with one or more lobulations resulting in misshaped nuclei. At each passage, two independent observers scored 300 cells for each cell line.

### Western blot analysis

Human fibroblasts were washed twice in PBS, collected, and lysed in SDS Sample Buffer at 95 °C for 5 min. Cell extracts were resolved by SDS-PAGE and transferred to polyvinylidene fluoride (PVDF) membranes. Blots were probed with anti-FOXQ1 (goat polyclonal; Santa Cruz Biotechnology, Santa Cruz, CA, USA, sc-47596), anti-GAPDH (goat polyclonal; Santa Cruz Biotechnology, Santa Cruz, CA, USA, sc-20357), and anti-Flag (mouse monoclonal, Sigma, F-3165). Immunoreactive bands were detected with the appropriate horseradish peroxidase-conjugated secondary antibodies (Pierce, Rockford, IL, USA) and visualized by enhanced chemiluminescence (Amersham, Piscataway, NY, USA).

### Statistical analysis

We performed statistical analysis of differences between the cell lines and GFP control using the Student's *t*-test. We used Microsoft Excel for calculations of Student's t-test and standard deviations.

## SUPPLEMENTARY FIGURES

## References

[R1] Broers JL, Ramaekers FC, Bonne G, Yaou RB, Hutchison CJ (2006). Nuclear lamins: laminopathies and their role in premature ageing. Physiol Rev.

[R2] Ackerman J, Gilbert-Barness E (2002). Hutchinson-Gilford progeria syndrome: a pathologic study. Pediatr Pathol Mol Med.

[R3] Dreesen O, Stewart CL (2011). Accelerated aging syndromes, are they relevant to normal human aging?. Aging.

[R4] Li B, Jog S, Candelario J, Reddy S, Comai L (2009). Altered nuclear functions in progeroid syndromes: a paradigm for aging research. TheScientificWorldJournal.

[R5] De Sandre-Giovannoli A, Bernard R, Cau P, Navarro C, Amiel J, Boccaccio I, Lyonnet S, Stewart CL, Munnich A, Le Merrer M, Levy N (2003). Lamin a truncation in Hutchinson-Gilford progeria. Science.

[R6] Eriksson M, Brown WT, Gordon LB, Glynn MW, Singer J, Scott L, Erdos MR, Robbins CM, Moses TY, Berglund P, Dutra A, Pak E, Durkin S (2003). Recurrent de novo point mutations in lamin A cause Hutchinson-Gilford progeria syndrome. Nature.

[R7] Capell BC, Erdos MR, Madigan JP, Fiordalisi JJ, Varga R, Conneely KN, Gordon LB, Der CJ, Cox AD, Collins FS (2005). Inhibiting farnesylation of progerin prevents the characteristic nuclear blebbing of Hutchinson-Gilford progeria syndrome. Proceedings of the National Academy of Sciences of the United States of America.

[R8] Glynn MW, Glover TW (2005). Incomplete processing of mutant lamin A in Hutchinson-Gilford progeria leads to nuclear abnormalities, which are reversed by farnesyltransferase inhibition. Human molecular genetics.

[R9] Mallampalli MP, Huyer G, Bendale P, Gelb MH, Michaelis S (2005). Inhibiting farnesylation reverses the nuclear morphology defect in a HeLa cell model for Hutchinson-Gilford progeria syndrome. Proceedings of the National Academy of Sciences of the United States of America.

[R10] Toth JI, Yang SH, Qiao X, Beigneux AP, Gelb MH, Moulson CL, Miner JH, Young SG, Fong LG (2005). Blocking protein farnesyltransferase improves nuclear shape in fibroblasts from humans with progeroid syndromes. Proceedings of the National Academy of Sciences of the United States of America.

[R11] Candelario J, Sudhakar S, Navarro S, Reddy S, Comai L (2008). Perturbation of wild-type lamin A metabolism results in a progeroid phenotype. Aging Cell.

[R12] Blagosklonny MV (2010). Rapamycin and quasi-programmed aging: four years later. Cell Cycle.

[R13] Ramos FJ, Chen SC, Garelick MG, Dai DF, Liao CY, Schreiber KH, Mackay VL, An EH, Strong R, Ladiges WC, Rabinovitch PS, Kaeberlein M, Kennedy BK (2012). Rapamycin Reverses Elevated mTORC1 Signaling in Lamin A/C-Deficient Mice, Rescues Cardiac and Skeletal Muscle Function, and Extends Survival. Science translational medicine.

[R14] Cao K, Graziotto JJ, Blair CD, Mazzulli JR, Erdos MR, Krainc D, Collins FS (2011). Rapamycin reverses cellular phenotypes and enhances mutant protein clearance in Hutchinson-Gilford progeria syndrome cells. Science translational medicine.

[R15] Cenni V, Capanni C, Columbaro M, Ortolani M, D'Apice MR, Novelli G, Fini M, Marmiroli S, Scarano E, Maraldi NM, Squarzoni S, Prencipe S, Lattanzi G (2011). Autophagic degradation of farnesylated prelamin A as a therapeutic approach to lamin-linked progeria. European journal of histochemistry: EJH.

[R16] Choi JC, Muchir A, Wu W, Iwata S, Homma S, Morrow JP, Worman HJ (2012). Temsirolimus activates autophagy and ameliorates cardiomyopathy caused by lamin a/c gene mutation. Science translational medicine.

[R17] Blagosklonny MV (2011). Progeria, rapamycin and normal aging: recent breakthrough. Aging.

[R18] Huang S, Risques RA, Martin GM, Rabinovitch PS, Oshima J (2008). Accelerated telomere shortening and replicative senescence in human fibroblasts overexpressing mutant and wild-type lamin A. Experimental cell research.

[R19] Reddy S, Comai L (2012). Lamin A, farnesylation and aging. Experimental cell research.

[R20] Scaffidi P, Misteli T (2006). Lamin A-dependent nuclear defects in human aging. Science.

[R21] McClintock D, Ratner D, Lokuge M, Owens DM, Gordon LB, Collins FS, Djabali K (2007). The Mutant Form of Lamin A that Causes Hutchinson-Gilford Progeria Is a Biomarker of Cellular Aging in Human Skin. PLoS ONE.

[R22] Ragnauth CD, Warren DT, Liu Y, McNair R, Tajsic T, Figg N, Shroff R, Skepper J, Shanahan CM (2010). Prelamin A acts to accelerate smooth muscle cell senescence and is a novel biomarker of human vascular aging. Circulation.

[R23] Goldman RD, Gruenbaum Y, Moir RD, Shumaker DK, Spann TP (2002). Nuclear lamins: building blocks of nuclear architecture. Genes Dev.

[R24] Holmer L, Worman HJ (2001). Inner nuclear membrane proteins: functions and targeting. Cell Mol Life Sci.

[R25] Han X, Feng X, Rattner JB, Smith H, Bose P, Suzuki K, Soliman MA, Scott MS, Burke BE, Riabowol K (2008). Tethering by lamin A stabilizes and targets the ING1 tumour suppressor. Nat Cell Biol.

[R26] Zastrow MS, Vlcek S, Wilson KL (2004). Proteins that bind A-type lamins: integrating isolated clues. J Cell Sci.

[R27] Goldman RD, Shumaker DK, Erdos MR, Eriksson M, Goldman AE, Gordon LB, Gruenbaum Y, Khuon S, Mendez M, Varga R, Collins FS (2004). Accumulation of mutant lamin A causes progressive changes in nuclear architecture in Hutchinson-Gilford progeria syndrome. Proceedings of the National Academy of Sciences of the United States of America.

[R28] Shumaker DK, Dechat T, Kohlmaier A, Adam SA, Bozovsky MR, Erdos MR, Eriksson M, Goldman AE, Khuon S, Collins FS, Jenuwein T, Goldman RD (2006). Mutant nuclear lamin A leads to progressive alterations of epigenetic control in premature aging. Proceedings of the National Academy of Sciences of the United States of America.

[R29] Decker ML, Chavez E, Vulto I, Lansdorp PM (2009). Telomere length in Hutchinson-Gilford progeria syndrome. Mech Ageing Dev.

[R30] Csoka AB, English SB, Simkevich CP, Ginzinger DG, Butte AJ, Schatten GP, Rothman FG, Sedivy JM (2004). Genome-scale expression profiling of Hutchinson-Gilford progeria syndrome reveals widespread transcriptional misregulation leading to mesodermal/mesenchymal defects and accelerated atherosclerosis. Aging Cell.

[R31] Scaffidi P, Misteli T (2008). Lamin A-dependent misregulation of adult stem cells associated with accelerated ageing. Nat Cell Biol.

[R32] Marji J, O'Donoghue SI, McClintock D, Satagopam VP, Schneider R, Ratner D, Worman HJ, Gordon LB, Djabali K (2010). Defective lamin A-Rb signaling in Hutchinson-Gilford Progeria Syndrome and reversal by farnesyltransferase inhibition. PLoS One.

[R33] Hernandez L, Roux KJ, Wong ES, Mounkes LC, Mutalif R, Navasankari R, Rai B, Cool S, Jeong JW, Wang H, Lee HS, Kozlov S, Grunert M (2010). Functional coupling between the extracellular matrix and nuclear lamina by Wnt signaling in progeria. Developmental cell.

[R34] Bieller A, Pasche B, Frank S, Glaser B, Kunz J, Witt K, Zoll B (2001). Isolation and characterization of the human forkhead gene FOXQ1. DNA Cell Biol.

[R35] Feuerborn A, Srivastava PK, Kuffer S, Grandy WA, Sijmonsma TP, Gretz N, Brors B, Grone HJ (2010). The Forkhead factor FoxQ1 influences epithelial differentiation. J Cell Physiol.

[R36] Salih DA, Brunet A (2008). FoxO transcription factors in the maintenance of cellular homeostasis during aging. Current opinion in cell biology.

[R37] Chen CC, Jeon SM, Bhaskar PT, Nogueira V, Sundararajan D, Tonic I, Park Y, Hay N (2010). FoxOs inhibit mTORC1 and activate Akt by inducing the expression of Sestrin3 and Rictor. Developmental cell.

[R38] Southgate RJ, Neill B, Prelovsek O, El-Osta A, Kamei Y, Miura S, Ezaki O, McLoughlin TJ, Zhang W, Unterman TG, Febbraio MA (2007). FOXO1 regulates the expression of 4E-BP1 and inhibits mTOR signaling in mammalian skeletal muscle. J Biol Chem.

[R39] Scaffidi P, Misteli T (2005). Reversal of the cellular phenotype in the premature aging disease Hutchinson-Gilford progeria syndrome. Nat Med.

[R40] Columbaro M, Capanni C, Mattioli E, Novelli G, Parnaik VK, Squarzoni S, Maraldi NM, Lattanzi G (2005). Rescue of heterochromatin organization in Hutchinson-Gilford progeria by drug treatment. Cell Mol Life Sci.

[R41] Mewborn SK, Puckelwartz MJ, Abuisneineh F, Fahrenbach JP, Zhang Y, MacLeod H, Dellefave L, Pytel P, Selig S, Labno CM, Reddy K, Singh H, McNally E (2010). Altered chromosomal positioning, compaction, and gene expression with a lamin A/C gene mutation. PLoS One.

[R42] Shimi T, Pfleghaar K, Kojima S, Pack CG, Solovei I, Goldman AE, Adam SA, Shumaker DK, Kinjo M, Cremer T, Goldman RD (2008). The A- and B-type nuclear lamin networks: microdomains involved in chromatin organization and transcription. Genes Dev.

[R43] Saldanha AJ (2004). Java Treeview--extensible visualization of microarray data. Bioinformatics.

[R44] Li B, Navarro S, Kasahara N, Comai L (2004). Identification and biochemical characterization of a Werner's syndrome protein complex with Ku70/80 and poly(ADP-ribose) polymerase-1. J Biol Chem.

How the deposited data were processed for this re-analysis (not part of the article)

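Gene expression was measured in human dermal fibroblasts on 7 Affymetrix arrays: 2 controls and 1 each of progerin, progerin and FTI, prelamin A, prelamin A and FTI, and prelamin A and ZMPSTE24. All RNA was taken at passage 10. The samples were mapped by their labels and the paper, and the only conflict was the title of the prelamin A and FTI array, which leaves out prelamin A.

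The authors deposited 1 table of intensity values on a linear scale, the MAS 5.0 signal per probe set and array, after background correction, summarisation and scaling in that software, for which the submitters' processing notes give no version. Detection calls, S-scores and probe-level values were not used here, and the S-score test of the paper, which works on probe-level values, was not repeated. The number of arrays limits the precision of every value.

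Of 54675 probe sets, 62 were array controls. Gene names came from the platform annotation, in which 41091 probe sets had 1 gene, 1801 had several and 11721 had none, and 41037 of those with 1 gene were found by gene ID in the RefSeq table of GRCh38.p14, which gave current symbols and coordinates. Probe sets with 1 gene and a signal of at least 100 on at least 1 array were kept, and the probe set of highest mean signal stood for each gene, which left 12722 genes. Values were tested as log2(signal + 16) in R 4.3.3 with limma 3.58.1, and matrixStats 1.5.0 was used for medians.

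The first model had 6 conditions, with 1 residual degree of freedom from the 2 controls and 3.50 prior degrees of freedom. Progerin and prelamin A were compared with control, and each treated array with its untreated line. A gene was called at a fold change over 2 and an unadjusted p under 0.05 from limma, as the paper states for its own test, and adjusted p-values were from Benjamini-Hochberg. The filter took genes called higher in both lines and lower after all 3 treatments at an unadjusted p under 0.05, with no fold required for the decreases, and its mirror took the opposite. The second model had 3 states (control, lamin, treated), with 4 residual and 2.60 prior degrees of freedom and a threshold of 0.05 on the adjusted p. A variant kept line as a block, with control, the 2 lines and 1 effect of treatment as coefficients and 3 residual degrees of freedom. The 3-state model was used for camera in limma, with a preset correlation of 0.01 and with an estimated one.

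The choices were made before the data were examined, apart from those named as later in the closing section: 32 gene lists, of which 29 had at least 3 genes tested, and the rule for named genes. That rule took the genes named in the paper, the 10 largest rises and falls in each line among called genes with both controls on the same side, the 5 largest per treatment, the genes passing the filter, the 5 of smallest p in each direction of the 3-state model, the 4 members of largest change in each list described, and the neighbours of FOXQ1 on 6p. The text names a part of them, and further members of a list or filter result were named after their values were seen. Genes that could bear on the sex of a donor were left out. Fisher's exact test compared the ECM-receptor and WNT lists with the other genes tested. The paper's DAVID analysis was not repeated, so these tests may not cover the same pathway members. The lists were also compared by their median with 10000 random lists in 20 bins of mean expression.

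Because the 2 lines share their controls, and each treatment shares an array with step A, 100 data sets of unchanged arrays were simulated. The tests were checked on simulated changes in the 12722 genes. In the comparison of progerin with control, 83.0% of genes changed by 1.5 on the log2 scale and 100% of those changed by 3 were called, with 3.95% of unchanged genes. For treated arrays against control in the 3-state model the shares were 39.0%, 90.0% and 0.0240%, and for treated against lamin arrays with line as a block 24.0%, 93.0% and 0.0559%. For the filter, 93.0% of genes changed by 3 and brought back to control on all 3 treated arrays passed, with 0.0319% of unchanged genes.

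Alternatives were quantile normalization, median centring, pseudocounts of 1 and 64, no filter on dim probe sets, a mean signal of at least 100, every probe set in place of 1 per gene, an intensity trend in limma, other thresholds, other definitions of the filter, line as a block and leaving out each array.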

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

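Of the tests reported here, the count of all transduced arrays against the controls, with its splits and left-out arrays, and the HOX count by fold alone were chosen after the result was seen; the tests on packaging cell markers and on HOX genes were set before, but the explanation tested by the HOX genes was narrowed from another fibroblast strain to another body site, and the reading of the marker test changed to undecided, after their values were seen.

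The 3 treated arrays stood apart from the controls in 138 genes (108 higher, 30 lower) at an adjusted p under 0.05 from limma, a comparison that the paper does not report. INA rose by 4.37 on the log2 scale (standard error 0.21), B4GALT6, a glycosyltransferase gene, by 4.58 (0.30) and MAOA by 4.36 (0.25), and SCRG1 fell by 3.89 (0.36). Without control 2 the count was 9, without prelamin A and FTI 15, without prelamin A and ZMPSTE24 16, without control 1 44, and without progerin and FTI 53. All 5 transduced arrays against the 2 controls gave 366 genes, a grouping taken up once the smaller comparisons had been seen, and 183 without control 1, 112 without control 2, 215 without progerin, 237 without progerin and FTI, 303 without prelamin A, 198 without prelamin A and FTI and 189 without prelamin A and ZMPSTE24. It was 1 of 21 splits into 5 and 2 to call so many, with 37 in the highest other split, and 1 of 21 is the smallest share that these splits can give (0.0476), so they argue against chance only to that extent.

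The tables argue against fibroblasts from another body site on the transduced arrays, since 0 of 23 measured HOX and other positional genes changed over 4-fold with an adjusted p under 0.05 and only 1 did by fold alone, HOXC13 (log2 change 2.30, adjusted p = 0.235 from limma), which read 15.6 and 37.4 on the controls and 129 to 374 on the treated arrays, where at least 3 had been set as the mark of another site, although a strain from the same body site was not tested and the paper's methods name 2 strains, where the labels give 1. RNA carried over from the cells that packaged the lentivirus may have added to INA and cannot be told apart for it. The other 4 markers of the list had a median log2 change of 0.65 with an SD of 0.73 between them, which decides little. LIN28B, 1 of the 4, was also below the signal minimum of 100 on every array (at most 32.5). Against packaging cells as a source, the paper's methods describe filtered viral supernatant, washed cells and cell sorting. RNA was taken at passage 10, but no value here measures what these steps removed. An effect of the lamin A forms stays open and untested, as does one of transduction and sorting, because the labels do not say whether the control arrays came from cells with the GFP lentivirus that the paper names as its control in Figure 2.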

How the results depend on the processing

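Only the filters without the prelamin A and FTI array, whose labels differ, the fit with line as a block and every setting for all transduced arrays against control were chosen after the result was seen.

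FOXQ1 kept its direction and its side of an unadjusted p of 0.05 in all 5 comparisons under other normalizations, pseudocounts, filters on dim probe sets, probe set choice and an intensity trend. It missed a threshold of 0.01 with progerin (unadjusted p = 0.0133 from limma) and with FTI in prelamin A cells (0.0106), and no adjusted p was under 0.05. Without a control its change was 1.61 to 2.68 with progerin and 4.05 to 5.12 with prelamin A. The ECM-receptor result kept both calls wherever it could be computed; at an adjusted p under 0.05 no gene was called, so neither pathway result has a value. Without a control no degree of freedom is left and only the fold applies. With line as a block, which pairs treated with untreated arrays, 137 genes were called lamin against control, 0 treated against lamin and 147 treated against control. The signal minimum of 100 limits what can be said of dim genes. Quantile normalization and median centring moved no share of higher against lower calls by over 10 percentage points. Of the named genes' values, 1054 were the same, 61 lost the threshold, 58 moved and 3 reversed. Apart from XPNPEP2, for which another probe set stood without the filter on dim probe sets, causes were not tested.

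Adjusted p under 0.05 gave 0 for step A, treatment, shared and filter counts. An unadjusted p under 0.01 gave 267 genes with progerin, 519 with prelamin A, 631 in either, 154 shared, 31 and 73 with FTI in progerin and prelamin A cells, 184 with ZMPSTE24, 1 through the filter, 0 through its mirror, and larger odds ratios for both pathways, 4.55 and 5.08 for ECM-receptor and 3.78 and 2.80 for WNT genes. The fold alone gave 335, 664 and 1077 for the treatments, 134 and 37 for the filter and mirror. The intensity trend gave 53 and 186 with FTI, 0 through the filter, 220 treated against control, and WNT odds ratios of 1.98 (progerin, Fisher's exact p = 0.0573) and 1.67 (prelamin A, p = 0.0783). Every probe set gave 1572, 2657, 3491 in either, 713 shared, 416 and 759 with FTI, 1287 with ZMPSTE24, 4 and 4 through filter and mirror, r 0.458, 3103 between the controls, and TNFRSF14-AS1 reversed at 0.66 with FTI in progerin cells. No filter on dim probe sets gave 1237 with progerin, 2621 in either, 602 and 915 with FTI, 1173 with ZMPSTE24, 8 through the filter, 31 lamin and 70 treated against control, r 0.461, 2587 between the controls, a WNT odds ratio of 1.60 (prelamin A, Fisher's exact p = 0.0815), and XPNPEP2 reversed at -0.43 with prelamin A and 0.71 with ZMPSTE24. A mean signal of at least 100 gave 69 and 197 with FTI, 0 and 2 through filter and mirror, r 0.559, 774 between the controls and a WNT odds ratio of 1.81 (prelamin A, Fisher's exact p = 0.0645). Pseudocount 64 gave 60 and 220 with FTI, 0 through the filter, 634 between the controls and a WNT odds ratio of 2.08 (progerin, Fisher's exact p = 0.0655); pseudocount 1 gave r 0.547 and a mirror of 3. Quantile normalization gave a mirror of 2 and a WNT odds ratio of 1.75 (prelamin A, Fisher's exact p = 0.0608), and median centring a mirror of 2. Other definitions of the filter without a p-value gave 15 genes and a mirror of 5 for a 1.5-fold decrease, 4 for a 2-fold decrease, and 5 and 3 where at least as much of the log2 change was undone as remained. Separate controls gave r 0.227 and 0.331.

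Over the left-out arrays, the counts were 1280 to 1357 with progerin, 1747 to 2194 with prelamin A, 2423 to 2672 in either, 656 to 777 shared, 335, 664 and 1077 for the treatments, 154 to 179 through the filter and 47 to 58 through its mirror without a control, 4 and 5 without the prelamin A and FTI array, 0 to 39 lamin, 9 to 107 treated and 112 to 303 of all transduced arrays against control (244 to 456 under the other settings, 366 as reported), with r 0.581 to 0.633 and a WNT odds ratio of 1.37 to 2.02 with prelamin A, which lost its call without control 1 (1.37, Fisher's exact p = 0.219).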

Differences from the paper's values

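The paper gives 250 as the target value to which the arrays were scaled, whereas the trimmed mean of the deposited values was 500.1. The ratio is the same for every array, so fold changes of bright genes are not affected, while the signal minimum and the pseudocount refer to the deposited scale. No alternative set before the data were examined concerns this value.

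The paper's count of genes changed in at least 1 of the lines is more than 1800, and the count here was 1642, which does not differ by over 1.5 times. The thresholds were those it states beside the count, while its methods give a p of 0.01; its test was the S-score and the test here was limma. Among the alternatives set before the data were examined, 3 differed from the paper's count by over 1.5 times, with 3491 for every probe set, 631 at an unadjusted p under 0.01 and 0 at an adjusted p under 0.05, and the others did not. With no filter on dim probe sets the count was 2621, with the fold change alone it was 2180, and without a control it was 2423 to 2672.

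The paper states that FOXQ1 was the only gene to pass its filter. Here XPNPEP2 and LINC00304 passed with an unadjusted p under 0.05 in every step and no fold required for the decreases. XPNPEP2 did not pass with no filter on dim probe sets, where another probe set stood for it, with log2 changes of -0.43 with prelamin A and 0.71 with ZMPSTE24, and 0 genes passed with an intensity trend, a pseudocount of 64 or a mean signal of at least 100. FOXQ1 did not pass, because its decrease with FTI in progerin cells, 1.80-fold, had an unadjusted p of 0.241 from limma. Both arrays of that step are single, and the only measured spread was that of the controls (205 and 449 units for FOXQ1). The test therefore cannot decide whether FTI lowered FOXQ1 in progerin cells. By RT-qPCR, the paper reports FOXQ1 raised in both lines and moved back toward normal after FTI or ZMPSTE24. FOXQ1 rose in both lines and had a decrease in each of the 3 treatments, as the paper states. It passed the filter of over 2-fold induction and over 1.5-fold decrease without a p-value, as 1 of 15 genes, and the filter of over 2-fold induction and any decrease without a p-value, as 1 of 134 genes (154 without control 1 and 179 without control 2), and did not pass with a 2-fold decrease, with at least as much of the log2 change undone as remained, or at an unadjusted p under 0.01.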

Other observations

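Of the tests in this part, the correlation of step A with the treatments of the other line and the correlation of the control difference with the difference between lines were chosen after the result was seen.

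Of 29 measured TGF-beta response genes, 2 were higher and 6 lower in progerin cells, 6 were higher and 3 lower in prelamin A cells, and 8 were lower and 0 higher with ZMPSTE24 (2, 6 and 3 when adjusted over the list alone). NOG, an antagonist of bone morphogenetic proteins, rose by 1.18 on the log2 scale in progerin cells and 4.02 in prelamin A cells (standard error 0.32), and BAMBI, a pseudoreceptor of the pathway, by 1.25 and 2.13 (0.36). SMAD7, an inhibitory SMAD, rose by 1.95 in prelamin A cells (0.50) and fell by 2.37 with ZMPSTE24 (0.58). Of 15 oxidative stress genes, 3 were higher in prelamin A cells, HMOX1, TXNRD1 (1.93, standard error 0.34) and GPX3, and 0 were called in progerin cells (2 and 0 when adjusted over the list alone). Of 10 adipogenic genes, 3 were higher in progerin cells and 2 were higher and 1 lower in prelamin A cells (2 and 2 when adjusted over the list alone), APOD rising by 2.06 and 1.98 (0.37). Of 35 mTOR pathway genes, 2 were higher in progerin cells, and 4 were higher and 1 lower in prelamin A cells (0 and 0 when adjusted over the list alone), with SESN3, an inhibitor of mTORC1, at 3.02 in prelamin A cells (0.59). Of 17 hypoxia genes, 2 were lower in progerin cells and 4 in prelamin A cells, among them VEGFA at -1.39 (0.32), and of 22 genes of the unfolded protein response 1 was higher and 2 lower in prelamin A cells, XBP1 at -1.48 and HSPA5 at -1.06 (0.32 each), and 0 were called in progerin cells (0 and 0 when adjusted over the list alone for both lists). On the lamin arrays together the adjusted p from camera in limma was 0.00107 for hypoxia and 9.06e-05 for the unfolded protein response, and an adjusted p of 0.626 with an estimated correlation for both.

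Immediate early and heat shock genes gave 3 lower of 14 in progerin cells (IER3 at -2.01, standard error 0.35). In prelamin A cells 1 was higher (1 in progerin cells and 0 in prelamin A cells when adjusted over the list alone). Of these 14 genes, 6 were over 2-fold higher in control 1 than in control 2. Of 22 nuclear lamina and envelope genes only LMNB1 was called, lower in prelamin A cells at -1.44 (0.33), and of 11 genes of prenylation only FNTB, a subunit of farnesyltransferase, at -1.16 in progerin cells and -1.05 in prelamin A cells (0.37), with 0 when adjusted over the list alone for either list and line. Of 23 HOX and other positional genes, HOXC13 was higher by 1.27 and 3.46 (0.44) and HOXC11 in prelamin A cells by 1.42 (0.39), or 0 and 1 called when adjusted over the list alone. Of 20 Notch genes 1 was higher and 1 lower in each line, with 0 when adjusted over the list alone. There were 0 calls in either line among 29 heterochromatin genes, 35 ribosomal protein genes and 29 genes of oxidative phosphorylation, also when adjusted over the list alone, although the ribosomal list had an adjusted p of 0.00143 from camera on the lamin arrays, and an adjusted p of 0.626 with an estimated correlation. Among markers of other cells, CD14 of 3 macrophage genes was higher by 2.01 and 1.97 (0.39), CNN1 of 4 smooth muscle genes was higher in progerin cells by 1.44 and TAGLN lower in prelamin A cells at -1.11, and 1 of 10 fibroblast genes, FBLN1, was higher in progerin cells by 1.23 (1 and 1, 0 and 0, and 0 and 0 called when adjusted over the list alone). Only 2 keratinocyte, 1 melanocyte and 2 endothelial markers were measured, too few for a list result.

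The changes of step A ran back with the treatment of the same line, with a Pearson r across genes of -0.322 for FTI in progerin cells, -0.370 for FTI in prelamin A cells and -0.472 for ZMPSTE24. Step A and its treatment share the untreated array with opposite sign, which gave a mean r of -0.577 in simulated unchanged data (-0.743 to -0.533). Each observed value was thus weaker than any simulated one. Fewer genes differed by over 2-fold between treated and untreated arrays than between the controls, so the simulated values may not suit the treatments. With the treatments of the other line, which share no lamin array, the mean r was 0.0573, a value in line with a contribution of the shared array. Assigning the 7 arrays to the roles in all 1260 ways let at least as many genes through the filter of over 2-fold induction and over 1.5-fold decrease in 633 cases, with 15 genes in the real assignment and 224 in the highest other, so chance cannot be excluded for this count. Reversal by the treatments themselves stays open, since it would run in the same direction and each treated line has 1 array.

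Of the gene lists, the interferon response differed most between the 2 controls, where 0 of 39 were over 2-fold higher in control 2, by a median of 0.89 toward control 1. Across genes, the difference of control 1 from control 2 had a Pearson r of 0.286 with the difference of the prelamin A line from the progerin line. A candidate explanation is that the arrays were prepared in 2 sets, 1 with control 1 and the prelamin A arrays and 1 with control 2 and the progerin arrays, but no source used here names such sets. The labels give 1 strain for all 7 arrays, while the paper's methods name 2 strains, each with every lentivirus and in duplicate culture, so a difference of strain or culture between the sets stays open and was not tested. The cell cycle list, higher in control 1, had a median difference of -0.54 between the prelamin A and the progerin line, the opposite of what such sets would give for it, the interferon list had 0.0338, and the growth state of the cultures was not tested.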
